A study of Mus musculus with 9 samples.

How the data were processed

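Each of the 7 immunoprecipitations had 1 deposited peak list, in which every line gave a peak's start, end and summit. Libraries were made by ChIPmentation, per the labels' protocols. The labels and files name no peak caller, aligner, genome build, filter or version, and do not say whether the input libraries served as controls or from which animal each immunoprecipitation came. The 2 input libraries had no peak list and were not used here. Each list belonged to a single sample; whether libraries were pooled before peak calling is not stated.

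The fold enrichment of a peak is a linear ratio over the background as deposited by the authors, and was taken unchanged. The p-value and q-value of each peak are given as −log10 values in the files as deposited, and the smallest −log10 q ran from 2.00 to 2.08 over the 7 lists, so the lists end at a q-value of about 0.01. A further deposited column, a whole-number score, equalled 10 times the −log10 q with decimals dropped and entered no result. These columns were identified from the layout of the files and from their values, as the files have no header. Because lists hold only sites above the authors' threshold, a missing peak means that no call was made and not that the protein or mark was absent.

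Peaks on 21 chromosomes (19 autosomes, X and Y) were used. Lists were compared by overlap, and a peak counted as shared when it overlapped a peak of the other list by at least 1 bp. Each share has a 95% Wilson interval. As background, the peaks of a list were placed at random positions on the same chromosome 100 times with a fixed seed, between the outermost peaks of that chromosome, and the mean share of the placements is given. Odds ratios came from the 2-by-2 table of peaks, with 95% intervals from 1000 bootstrap draws over chromosomes. Stratified odds ratios used the Mantel-Haenszel estimator over 10 groups of H3K4me3 peaks of increasing width times fold enrichment. With 1 library per antibody these intervals describe the deposited lists, not variation between tumours, and comparisons of lists cannot separate differences between antibodies, libraries or animals. The number of reads is not stated, so the depth behind each list is unknown.

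The shares of all EZH2 peaks with each other list or with neither Polycomb feature, of N-MYC and SUZ12 peaks with EZH2 and of H3K4me3 peaks with H3K27me3, the odds ratios, the named genes and most alternatives were fixed before the data were examined. The alternatives that left out Polycomb-marked H3K4me3 peaks or EZH2 peaks with SUZ12 alone, the 100 strata and the alternatives to the gene-end shares were chosen after seeing the data. The shares of the EZH2 classes and of H3K4me3 peaks with or without H3K27me3 on the other lists, the other shares between lists, the division of H3K4me3 and SUZ12 peaks into deciles, the correlations of fold enrichment, the summit distances, the split of N-MYC, p300 and H3K27ac peaks by H3K4me3 and the shares near gene ends, in place of the planned transcript starts, were chosen after seeing the data. For correlations and summit distances, the strongest overlapping peak of each list represented it at a promoter, and intervals came from 200 bootstrap draws over chromosomes. Correlations were computed for 10 pairs of lists at active promoters and for 6 pairings of EZH2 with another list at EZH2 peaks.

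The named genes were 26 genes in 4 sets (profiled factors and partners, MYC-family targets and housekeeping genes, Polycomb targets, and T-cell genes), together with the 3 EZH2 peaks of highest fold enrichment in each of 2 classes. The classes were peaks with N-MYC and neither SUZ12 nor H3K27me3, and peaks with both SUZ12 and H3K27me3. The 108 EZH2 peaks that overlapped all other lists were left out of that choice. Gene names and positions came from RefSeq annotation of assembly GRCm38.p6. Its fit to the unnamed build of the files was checked with the H3K4me3 list: 54.7% of summits lay within 1 kb of a protein-coding gene end, from 50.0 to 59.5% on single autosomes, and the share was between 5.04 and 9.11% when the genes were shifted by 5 kb to 1000 kb in either direction. No gene coordinates are given for this reason. Strand, transcript starts and genome sequence were not used here, so the planned share of peaks near transcript starts and the planned share of N-MYC summits with a CACGTG E-box were not computed. Distance to either end of a gene took the place of the former, also for the named genes. Because this window can miss peaks, the other lists were also read over the whole H3K4me3 peak that reached it, a step added after seeing the data.

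The overlap, odds-ratio and background steps were tested on simulated data. A planted share of 30.3% of 18730 EZH2 peaks was recovered as 30.3%. In 16899 H3K4me3 peaks, simulated EZH2 and N-MYC both depended on the decile of fold enrichment, and the same deciles served as strata. Simulated odds ratios of 1 and 3 for N-MYC overlap were recovered as 1.00 and 3.03 with strata, and as 8.45 and 21.0 without them. The strata held all of the simulated dependence, so this checks the calculation only. Whether strata of width times fold enrichment remove the dependence on strength in the data was not tested by it. For the background rate of a peak list, with 20000 simulated peaks, rates of 3 and 2.4 were recovered as 3.00 and 2.40.

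The alternatives were an overlap of at least 50% of the shorter peak, a q-value of at most 1e-05, a fold enrichment of at least 4, lists of equal length, removal of regions found in all 7 lists, merging of peaks within 3 kb, strata of H3K4me3 strength, and removal of Polycomb-marked H3K4me3 peaks or of EZH2 peaks with SUZ12 alone. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.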

Results

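Chromatin from thymic lymphoma cells of C57BL/6J mice, in which MYCN drives a T-cell lymphoma, was profiled with 7 antibodies. ChIPmentation was used, a form of chromatin immunoprecipitation in which sequencing adapters are inserted by a transposase while the chromatin is still bound to the antibody. The antibodies were raised against EZH2 and SUZ12, which are subunits of Polycomb repressive complex 2, against H3K27me3, the histone mark that this complex deposits, against the transcription factor N-MYC, against the acetyltransferase p300, and against H3K27ac and H3K4me3, marks of active chromatin and of active promoters. The series held 9 samples, of which 7 were immunoprecipitations with 1 library per antibody and 2 were input libraries. Because no antibody had a replicate library, no difference between lists has a replicate check and no p-value is given. The title of the series names EZH2 as a transcriptional activator in this disease, so the comparisons ask where EZH2 peaks lie relative to the other Polycomb features, to N-MYC and p300, and to active promoters. The read depth per library is not stated in the files.

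The 7 peak lists held 282301 peaks in all. The EZH2 list had 18730 peaks with a median width of 504 bp and covered 18.4 Mb. SUZ12 gave 11100 peaks covering 15.2 Mb, with a median width of 453 bp. H3K27me3 gave 123056 peaks covering 111.6 Mb (median width 382 bp), and H3K27ac gave 87072 peaks covering 77.7 Mb (median width 414 bp). The lists for N-MYC and p300 were shorter in covered length, with 9798 peaks over 5.63 Mb and 15646 peaks over 12.8 Mb. H3K4me3 had 16899 peaks over 30.5 Mb and the widest peaks, with a median of 1655 bp. The authors' fold enrichment of a peak had a median of 4.79 for EZH2, 3.99 for SUZ12, 4.20 for H3K27me3, 5.38 for N-MYC, 4.34 for p300, 4.04 for H3K27ac and 15.5 for H3K4me3.

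To place EZH2 relative to its own complex, its peaks were intersected with the SUZ12 and H3K27me3 lists. Of the EZH2 peaks, 45.1% (95% Wilson interval 44.4 to 45.8%) overlapped a SUZ12 peak by at least 1 bp, against a mean of 0.936% for the same peaks placed at random on their chromosomes. The alternative that moved this share most, merging peaks within 3 kb of each other, gave 32.5%. H3K27me3 peaks were overlapped by 53.6% (52.9 to 54.4%) of EZH2 peaks, against 7.33% at random positions. In the reverse direction, 61.2% (60.3 to 62.1%) of SUZ12 peaks overlapped an EZH2 peak and 98.6% (98.3 to 98.8%) overlapped an H3K27me3 peak. The intervals cover counting error only and treat peaks as independent.

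EZH2 peaks were next intersected with the active features. H3K4me3 was overlapped by 52.7% (52.0 to 53.4%) of EZH2 peaks and H3K27ac by 48.8% (48.1 to 49.5%), against 1.89% and 5.37% at random positions. p300 peaks were met by 40.8% (40.1 to 41.5%) and N-MYC peaks by 32.3% (31.6 to 32.9%), against 1.04% and 0.617% at random positions. Conversely, 60.0% (59.0 to 60.9%) of N-MYC peaks overlapped an EZH2 peak. N-MYC peaks also overlapped p300 in 83.7%, H3K4me3 in 84.5% and H3K27ac in 95.9% of cases, whereas 3.26% (2.92 to 3.63%) overlapped H3K27me3, below the 6.80% found at random positions.

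**Figure D1:**
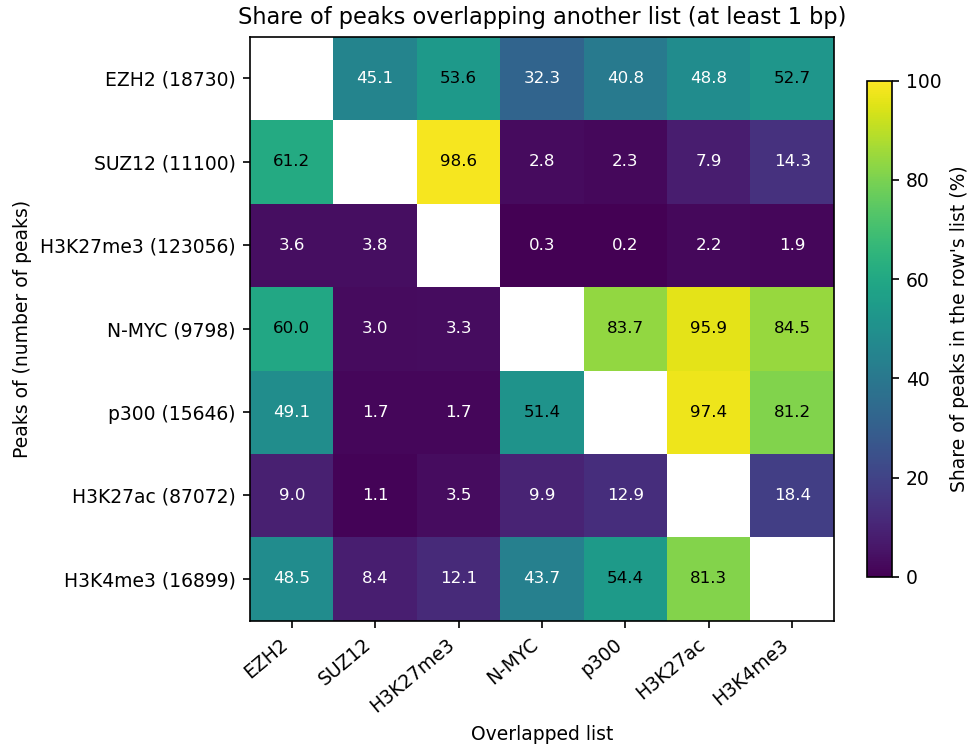
Share of the peaks of each list (rows, with the number of peaks) that overlap each other list (columns) by at least 1 bp, in percent of the row's peaks, with 1 library per antibody. EZH2 peaks overlap SUZ12 in 45.1% and H3K4me3 in 52.7% of cases, while SUZ12 peaks lie almost wholly on H3K27me3 (98.6%) and N-MYC peaks on H3K27ac (95.9%).

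The EZH2 peaks were then divided by the 2 Polycomb features. The largest class, 8612 peaks or 46.0% (45.3 to 46.7%), overlapped neither SUZ12 nor H3K27me3, and 8374 peaks overlapped both. A further 1674 peaks overlapped H3K27me3 alone, and 70 overlapped SUZ12 alone. The share without either feature rose to 62.3% when peaks within 3 kb were merged. The median fold enrichment of EZH2 was 5.20 in the class with neither feature, 4.64 in the class with both and 4.02 in the class with H3K27me3 alone.

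These classes differed in what else they carried. Among EZH2 peaks with neither Polycomb feature, 66.0% (65.0 to 67.0%) overlapped N-MYC, 85.3% (84.5 to 86.0%) overlapped p300, 95.9% (95.5 to 96.3%) overlapped H3K27ac and 95.8% (95.4 to 96.2%) overlapped H3K4me3. Among those with both features the corresponding shares were 3.28% (2.92 to 3.69%), 2.48% (2.17 to 2.84%), 8.02% (7.46 to 8.63%) and 16.1% (15.3 to 16.9%). The peaks with H3K27me3 alone had 3.05% on N-MYC, 2.75% on p300, 9.08% on H3K27ac and 12.9% on H3K4me3. The 70 peaks with SUZ12 alone had higher shares, 48.6% (37.2 to 60.0%) on N-MYC, 54.3% on p300, 72.9% on H3K27ac and 85.7% (75.7 to 92.1%) on H3K4me3. The odds ratio of N-MYC overlap for EZH2 peaks without against with a Polycomb feature was 52.6 (bootstrap interval over chromosomes 45.2 to 60.9), and merging peaks within 3 kb moved it to 24.0. Peaks with SUZ12 alone counted as with a Polycomb feature in this ratio, which was 57.9 (48.6 to 68.8) without them. Of the 8612 EZH2 peaks with neither feature, 5422 (63.0%) carried both N-MYC and p300, 1922 (22.3%) carried p300 without N-MYC, 263 (3.05%) carried N-MYC without p300 and 1005 (11.7%) carried neither factor.

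**Figure D2:**
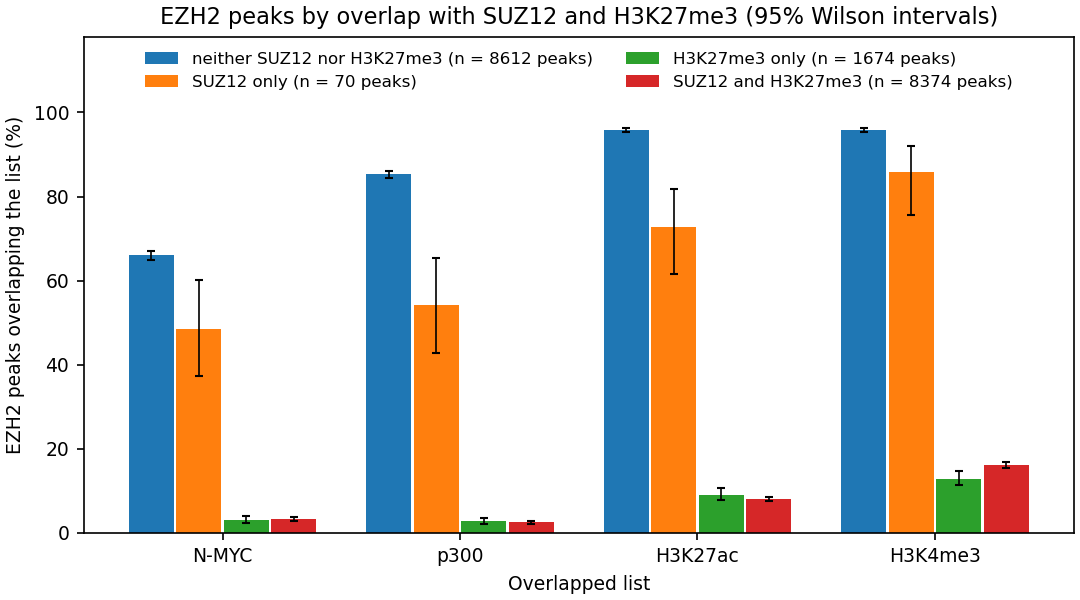
Percentage of EZH2 peaks overlapping N-MYC, p300, H3K27ac and H3K4me3 peaks, for the 4 classes of EZH2 peaks defined by overlap with SUZ12 and H3K27me3; error bars are 95% Wilson intervals. The class with neither Polycomb feature reaches 66.0% for N-MYC and 85.3% for p300, where the class with both features stays at 3.28% and 2.48%.

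H3K4me3 peaks served as a background of promoter-like sites at which EZH2, N-MYC and p300 could each be called. The odds ratio of N-MYC overlap for H3K4me3 peaks with against without EZH2 was 8.78 (8.21 to 9.49), and that of p300 overlap was 8.66 (8.07 to 9.21). Both values depended on how strong the H3K4me3 peaks were. In 10 strata of H3K4me3 peak width times fold enrichment, the N-MYC odds ratio fell to 1.56 (1.32 to 1.83) and the p300 odds ratio to 0.745 (0.571 to 0.998), on the other side of 1. With H3K4me3 peaks that overlapped SUZ12 or H3K27me3 left out, the plain odds ratios were 14.6 for N-MYC and 29.0 for p300. Under both changes together they were 2.68 (2.25 to 3.20) and 2.33 (1.72 to 3.06).

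Active and repressive promoter marks were called together at 2039 of the H3K4me3 peaks, or 12.1% (11.6 to 12.6%), against 8.43% at random positions. Limiting every list to its 9798 most significant peaks moved this share most, to 4.28%. At the H3K4me3 peaks with H3K27me3, 77.8% (75.9 to 79.5%) carried EZH2, 67.7% carried SUZ12, 23.8% carried N-MYC and 19.6% carried p300. At the 14860 H3K4me3 peaks without H3K27me3, EZH2 was called at 44.5% (43.7 to 45.3%) and SUZ12 at 0.229% (0.164 to 0.320%), with N-MYC at 46.4% and p300 at 59.1%.

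H3K4me3 peaks without SUZ12 or H3K27me3 were ranked by fold enrichment and divided into 10 deciles. EZH2 was called at 0.405% (0.186 to 0.880%) of the 1483 peaks in the weakest decile, at 19.0% (17.1 to 21.1%) in decile 5, at 52.9% (50.3 to 55.4%) in decile 6, and at 99.9% (99.6 to 100%) in the strongest decile. N-MYC rose from 3.57% in the weakest to 87.3% in the strongest decile, p300 from 9.51% to 98.4%, and H3K27ac from 53.5% to 100%. In the lower deciles EZH2 was called less often than N-MYC, with 4.38% against 23.2% in decile 4, and in decile 8 it was called more often, with 92.0% against 75.0%.

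**Figure D3:**
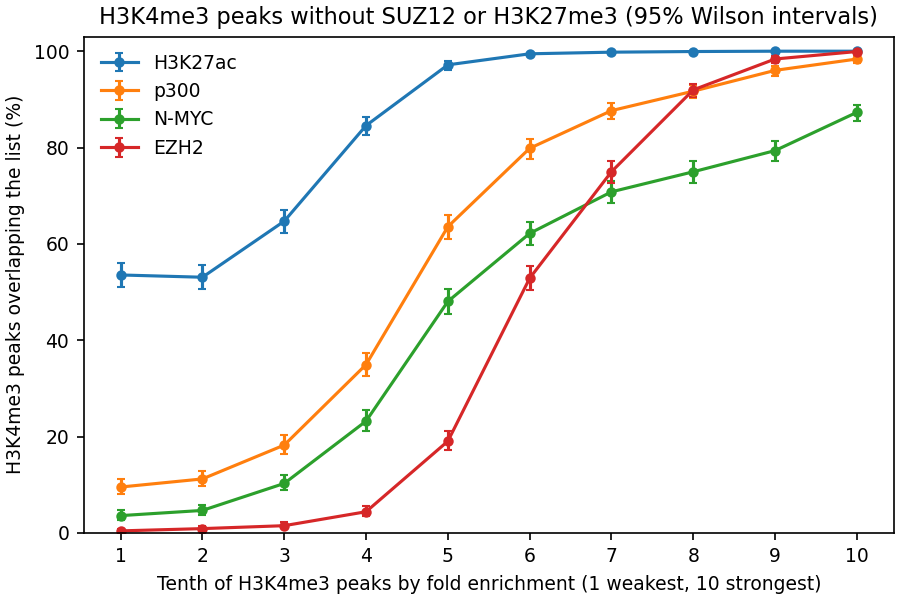
Percentage of H3K4me3 peaks without SUZ12 or H3K27me3 that overlap EZH2, N-MYC, p300 and H3K27ac peaks, in 10 equal groups of increasing H3K4me3 fold enrichment; error bars are 95% Wilson intervals. The EZH2 line climbs from 0.405% to 99.9% and crosses the N-MYC line, which ends at 87.3%.

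At 5040 H3K4me3 peaks that overlapped EZH2, N-MYC, p300 and H3K27ac but neither Polycomb feature, fold enrichments and summit positions were compared for all 10 pairs of the 5 lists. Across these promoters, which are not independent replicates, the Spearman rank correlation with H3K4me3 fold enrichment was 0.652 (0.630 to 0.670) for EZH2, 0.122 (0.0927 to 0.151) for N-MYC, 0.181 (0.154 to 0.210) for p300 and 0.259 (0.238 to 0.277) for H3K27ac. The highest value among the other pairs was 0.403 (0.379 to 0.429), between N-MYC and p300. Over all EZH2 peaks with neither Polycomb feature that overlapped the list in question, the correlation of EZH2 fold enrichment was 0.541 with H3K4me3 (8254 peaks), 0.279 with H3K27ac (8259), 0.156 with p300 (7344) and 0.138 with N-MYC (5685). The alternative that moved the correlation of 0.652 most, lists of equal length, gave 0.575 over the 3416 promoters that it left.

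EZH2 summits lay a median of 102 bp (99.5 to 106 bp) from the H3K4me3 summit of the same promoter, and H3K27ac summits lay 100 bp (97 to 104 bp) away. N-MYC and p300 summits lay farther from the H3K4me3 summit, at medians of 353.5 bp (343.5 to 363 bp) and 371 bp (359 to 387 bp). The median distance of EZH2 summits was 315 bp (304 to 325.5 bp) from N-MYC summits and 351 bp (340 to 360 bp) from p300 summits. H3K27ac summits lay 318.5 bp (314 to 324 bp) from N-MYC summits, 328.5 bp (315 to 339 bp) from p300 summits and 135 bp (129 to 142 bp) from EZH2 summits. N-MYC and p300 summits lay 170 bp (166 to 177 bp) apart.

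**Figure D4:**
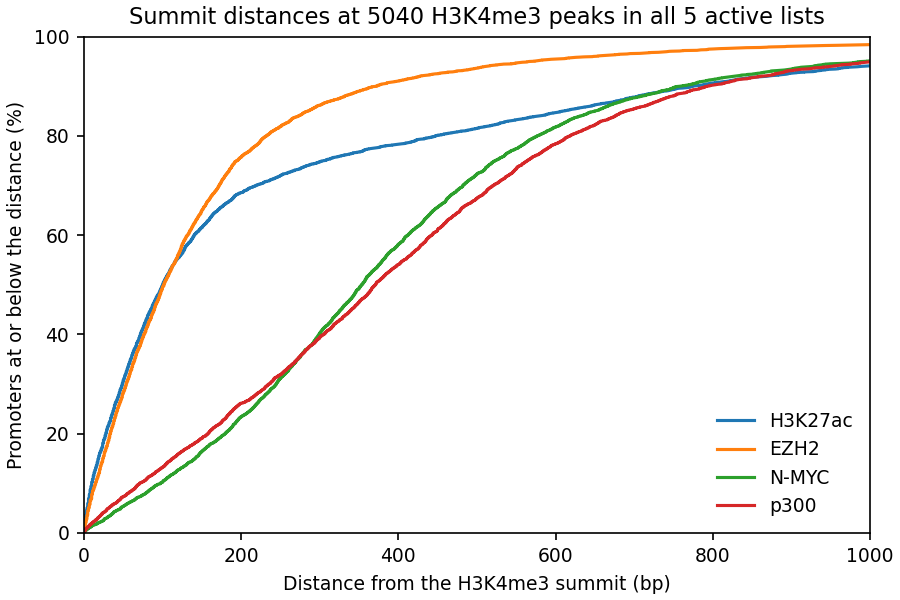
Cumulative percentage of the 5040 promoters (vertical axis) at which the summit of EZH2, H3K27ac, N-MYC or p300 lies within a given distance in bp of the H3K4me3 summit (horizontal axis). The median distances are 102 bp for EZH2 and 100 bp for H3K27ac, against 353.5 bp for N-MYC and 371 bp for p300.

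Away from H3K4me3 peaks EZH2 was rarely called with the activating factors. Among N-MYC peaks without SUZ12 or H3K27me3, 69.5% (68.5 to 70.5%) of those on an H3K4me3 peak overlapped EZH2, against 29 of the 1437 (2.02%, 1.41 to 2.88%) off H3K4me3. For p300 the shares were 59.5% (58.6 to 60.3%) on and 0.796% (0.531 to 1.19%) off H3K4me3. For H3K27ac they were 45.9% (45.1 to 46.7%) and 0.0795% (0.0611 to 0.103%). The N-MYC peaks off H3K4me3 had a lower median fold enrichment, 4.62 against 5.61 for those on it.

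SUZ12 peaks that overlapped EZH2 had a median SUZ12 fold enrichment of 4.54, against 3.62 for the 4306 SUZ12 peaks that did not. The share with EZH2 was 42.1% (39.2 to 45.0%) in the weakest decile of SUZ12 peaks, 34.8% (32.0 to 37.6%) in decile 2 and 99.9% (99.5 to 100%) in the strongest. At EZH2 peaks with both Polycomb features, the Spearman correlation of EZH2 fold enrichment was 0.396 with SUZ12 and 0.0916 with H3K27me3.

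Peak positions were set against the ends of 21900 protein-coding genes in the RefSeq annotation of assembly GRCm38.p6. The strand of the genes was not used here, so an end can be a gene's start or its finish. Of the EZH2 summits, 52.5% (51.8 to 53.2%) lay within 1 kb of a gene end. The share was 63.7% for N-MYC, 55.1% for p300, 54.7% for H3K4me3, 29.3% for SUZ12, 14.7% for H3K27ac and 5.55% for H3K27me3. Widening the window to 5 kb raised the EZH2 share to 77.9%. By class, 75.5% (74.5 to 76.4%) of EZH2 peaks with neither Polycomb feature lay within 1 kb of a gene end, against 34.4% (33.4 to 35.4%) of those with both.

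The 26 genes fixed beforehand were read within 1 kb of either end. All 6 genes listed as Polycomb targets (Hoxd13, Pax6, Gata4, Cdkn2a, Wt1 and Nkx2-5) had EZH2, SUZ12 and H3K27me3 peaks, with EZH2 fold enrichments from 10.2 at Hoxd13 to 15.7 at Pax6. Cdkn2a, on chromosome 4, was the 1 gene of this set with N-MYC (fold enrichment 6.41), p300 (3.66) and H3K4me3 (24.5) peaks as well. Of the 6 MYC-family target and housekeeping genes, 4 (Ncl, Odc1, Nop56 and Gapdh) had EZH2 peaks within the window, while none had SUZ12 or H3K27me3. All 6 had p300, H3K27ac and H3K4me3 peaks, and 5 had N-MYC, Actb being the exception. The window missed calls at the remaining genes: the H3K4me3 peaks that reached it overlapped EZH2 outside it at Npm1 (fold enrichment 7.15) and Actb (6.82), and N-MYC at Actb (9.26). Counted over the whole H3K4me3 peak, all 6 genes thus carried EZH2 and N-MYC. H3K4me3 fold enrichment in this set ran from 29.3 at Gapdh to 45.9 at Ncl.

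Among the profiled factors and their partners, Ezh2, Suz12, Ep300 and Eed each carried EZH2, N-MYC, p300, H3K27ac and H3K4me3 peaks without SUZ12 or H3K27me3. EZH2 fold enrichment at these 4 genes ran from 6.78 at Eed to 8.60 at Suz12, and N-MYC fold enrichment from 3.96 at Ep300 to 13.2 at Ezh2. The mouse Mycn gene, on chromosome 12, had EZH2 (7.81), SUZ12 (6.93) and H3K27me3 (21.3) peaks and no peak in the 4 active lists. Myc, on chromosome 15, had EZH2 (14.0), SUZ12 (11.4), H3K27me3 (8.23), H3K27ac (3.63) and H3K4me3 (11.1) peaks and neither N-MYC nor p300. Of the 8 T-cell genes, Tcf7 and Bcl11b had EZH2 together with N-MYC, p300, H3K27ac and H3K4me3, and Bcl11b had an H3K27me3 peak of fold enrichment 4.69 in addition, with a SUZ12 peak (3.62) on its H3K4me3 peak outside the window. Cd3e had EZH2 (3.97) with p300, H3K27ac and H3K4me3 and without N-MYC, and Gata3 had EZH2 (13.6), SUZ12 (7.45) and H3K27me3 (18.2). Cd4 carried H3K27ac and H3K4me3, Cd8a and Rag1 carried H3K27me3, and Ptcra carried no peak in the 7 lists.

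The 3 EZH2 peaks of highest fold enrichment that overlapped N-MYC without a Polycomb feature each also overlapped p300, H3K27ac and H3K4me3. They lay on chromosome 11 from 69919878 to 69921362, where the nearest gene end was that of Eif5a (EZH2 fold enrichment 13.6), on chromosome 7 from 97579602 to 97581091, nearest to Rsf1 (13.6), and on chromosome 9 from 55149320 to 55150487, nearest to Ube2q2 (13.6). Their N-MYC fold enrichments were 11.6, 7.62 and 8.25, and their H3K4me3 fold enrichments 48.9, 45.5 and 39.1. The 3 strongest EZH2 peaks with both Polycomb features overlapped none of the 4 active lists. They lay on chromosome 2 from 73265607 to 73281684, nearest to Sp9 (EZH2 28.8, SUZ12 21.2), on chromosome 11 from 102814674 to 102821773, nearest to Gjc1 (EZH2 27.4, SUZ12 17.4), and on chromosome 11 from 120224076 to 120239780, nearest to Bahcc1 (EZH2 26.3, SUZ12 17.7). Coordinates are those of the authors' files, counted from 1. The files name no build, and whether a peak is exonic or intronic was not analysed here.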

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

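For the 13 main results, 87 alternative values were computed. Of these, 15 stayed within the 95% interval of the reported value, 71 left it and 1 fell on the other side of 1. The intervals reflect the large number of peaks and are narrow, so leaving one can be a small change. Alternatives that leave out H3K4me3 peaks with Polycomb features or EZH2 peaks with SUZ12 alone, and the 100 strata, were chosen after seeing the data; the others for these results were fixed beforehand. The cause of a shift was not tested unless stated. Shares of EZH2 peaks are given below in the order SUZ12, H3K27me3, N-MYC, p300, H3K27ac, H3K4me3 and neither Polycomb feature.

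With an overlap of at least 50% of the shorter peak, the EZH2 shares were 40.4, 52.5, 25.2, 37.1, 47.9, 52.0 and 46.8%. N-MYC peaks then overlapped EZH2 in 48.0% and SUZ12 peaks in 52.5% of cases, the odds ratio of N-MYC overlap for EZH2 peaks without against with Polycomb features was 38.5, those at H3K4me3 peaks were 9.62 for N-MYC and 9.56 for p300, and H3K4me3 overlapped H3K27me3 in 10.3%.

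At a q-value of at most 1e-05 the EZH2 shares were 41.5, 49.1, 35.7, 43.5, 53.5, 58.0 and 50.6%. The N-MYC and SUZ12 shares with EZH2 were 56.5 and 64.7%, the H3K4me3 odds ratios 5.76 and 6.04, and the H3K4me3 share with H3K27me3 11.4%. At a fold enrichment of at least 4, the EZH2 shares were 35.7, 48.2 and 34.1% for SUZ12, H3K27me3 and N-MYC, and 53.2, 58.1 and 51.5% for H3K27ac, H3K4me3 and neither feature. The N-MYC and SUZ12 shares with EZH2 were 56.8 and 72.9%, the H3K4me3 odds ratios 5.71 and 5.80, and the H3K4me3 share with H3K27me3 10.9%.

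With each list limited to its 9798 most significant peaks, the EZH2 shares were 43.5, 43.8, 44.6 and 46.7% for SUZ12, H3K27me3, N-MYC and p300, and 58.2 and 54.8% for H3K4me3 and neither feature. The N-MYC and SUZ12 shares with EZH2 fell to 46.8 and 43.4%, the H3K4me3 odds ratios to 3.33 and 3.65, and the H3K4me3 share with H3K27me3 to 4.28%. This setting shortens the H3K27me3 list from 123056 peaks, and so removes partners by construction.

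Merging peaks within 3 kb left 11046 EZH2 regions and gave EZH2 shares of 32.5, 37.5, 48.4, 57.3, 67.5, 72.2 and 62.3%. The N-MYC and SUZ12 shares with EZH2 were 61.5 and 83.4%, the odds ratio between EZH2 classes was 24.0, the H3K4me3 odds ratios were 5.44 and 5.32, and the H3K4me3 share with H3K27me3 was 14.2%.

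The order of the EZH2 shares changed under 4 settings: the stricter q-value, the higher fold enrichment, lists of equal length and merging. The reported shares were higher for SUZ12 than for p300 (45.1 and 40.8%), and higher for H3K27me3 than for H3K4me3 and H3K27ac (53.6, 52.7 and 48.8%). Under each of these settings p300 exceeded SUZ12, with 40.3% for p300 at the higher fold enrichment. H3K4me3 and H3K27ac exceeded H3K27me3 under all 4, with 49.0% for H3K27ac in lists of equal length. N-MYC exceeded SUZ12 and H3K27me3 with merging, and also with lists of equal length, where the intervals overlapped. p300 exceeded H3K27me3 under these same 2 settings. Whether EZH2 peaks overlap Polycomb or active features more often thus depends on the setting.

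Leaving out regions in all 7 lists moved 4 results: the EZH2 shares for H3K27ac and H3K4me3 (48.0 and 51.5%), the odds ratio between EZH2 classes (76.9) and the H3K4me3 share with H3K27me3 (11.2%).

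Strata of H3K4me3 strength lowered the H3K4me3 odds ratios to 1.56 for N-MYC and, reversed, 0.745 for p300. Leaving out Polycomb-marked H3K4me3 peaks raised them to 14.6 and 29.0. Both together gave 2.68 and 2.33 with 10 strata, and 2.66 and 2.22 with 100 strata. The p300 value below 1 is therefore tied to the Polycomb-marked peaks, since it returned above 1 without them.

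Against the 205428 merged regions of all lists, in place of random positions, the background shares were 2.12% for SUZ12, 59.4% for H3K27me3, 4.23% for N-MYC, 5.31% for p300, 40.4% for H3K27ac and 7.54% for H3K4me3. The merged regions include each list itself, so the values for the long H3K27me3 and H3K27ac lists largely reflect the number of their own peaks. The share of EZH2 peaks near a gene end was 77.9% with a window of 5 kb, 57.8% at the stricter q-value and 57.1% at the higher fold enrichment.

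For results chosen after seeing the data, the alternatives gave ranges. EZH2 peaks with neither Polycomb feature overlapped N-MYC in 50.8 to 76.6%, p300 in 76.1 to 87.4% and H3K4me3 in 94.7 to 97.9%. Off H3K4me3, 1.28 to 4.99% of N-MYC peaks and 0.526 to 2.32% of p300 peaks had EZH2, the highest values arising when regions in all 7 lists, and with them some H3K4me3 peaks, were left out. Over the promoters left by each setting, rank correlations with H3K4me3 were 0.575 to 0.652 for EZH2, 0.0795 to 0.122 for N-MYC and 0.129 to 0.183 for p300, and median summit distances were 100 to 102 bp, 354 to 382.5 bp and 371 to 404 bp. The decile shares, the summit distances between other pairs and the named genes were not recomputed.

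The shares near transcript starts and with an E-box, and their alternatives, were not run, for want of strand, transcript starts and sequence. No paired analysis was possible because each antibody had 1 library and no result came from a test between groups. Read depth is unknown, which limits every share that rests on a missing call.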

Other observations

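The tests of summit positions and of a constant proportion between EZH2 and H3K4me3 were set out before their results were seen. The tests of SUZ12 at strong promoters, of EZH2 at N-MYC and p300 peaks off H3K4me3, of fold enrichment, of promoter strength, of weak SUZ12 sites, of the background rates and of the SUZ12 coverage were chosen only after the result was seen.

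The pattern most worth a second look is that EZH2 peaks without SUZ12 or H3K27me3 followed H3K4me3 more closely than they followed N-MYC or p300. They lay on H3K4me3 peaks in 95.8% of cases, nearly every H3K4me3 peak in the strongest decile had one (99.9%), and almost none in the weakest decile did (0.405%). Overlap alone does not single out H3K4me3, since 95.9% also lay on H3K27ac. The H3K4me3 list also covered more sequence (30.5 Mb) than N-MYC (5.63 Mb) or p300 (12.8 Mb). Correlations of EZH2 fold enrichment at these peaks did differ, with 0.541 for H3K4me3 and 0.279 for H3K27ac. An explanation by signal that every library of this protocol gathers at active promoters predicts SUZ12 calls there too. SUZ12 was called at 18 of the 1689 peaks in the strongest decile of all H3K4me3 peaks (1.07%, upper bound 1.68%), where EZH2 was called at 1688. This argues against promoter signal strong enough to be called in every list. It rests on missing calls, and lower depth of the SUZ12 library is not excluded, so weaker shared signal stays open. Among H3K4me3 peaks without H3K27me3 the strongest decile had SUZ12 at 3 of 1486 peaks (0.202%), a choice that in itself lowers the share, since 98.6% of SUZ12 peaks overlap H3K27me3. An explanation by EZH2 being brought to chromatin by N-MYC or p300 independently of H3K4me3 would place EZH2 at their peaks off H3K4me3 too. Of the N-MYC peaks off H3K4me3, 2.02% (1.41 to 2.88%) had EZH2, against 69.5% of those on it. For p300 the shares were 0.796% and 59.5%. These low shares largely restate the pattern, since 8254 of the 8612 EZH2 peaks with neither Polycomb feature lay on H3K4me3. Peaks off H3K4me3 were also weaker, with median fold enrichments of 4.62 against 5.61 for N-MYC and 3.83 against 4.53 for p300. The comparison is therefore no separate evidence against this explanation. It also leaves open that N-MYC or p300 act with EZH2 only where H3K4me3 is present.

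A candidate explanation of a technical kind is that the EZH2 library contains H3K4me3 signal, through antibody cross-reactivity or through reads carried over between libraries. Such signal would track H3K4me3 fold enrichment more closely than the other factors do, and it did (Spearman rho 0.652 against 0.122 for N-MYC and 0.181 for p300 at the 5040 promoters in all 5 active lists). Over all EZH2 peaks with neither Polycomb feature that overlapped H3K4me3, rho was lower, at 0.541. It would also place EZH2 summits nearer to H3K4me3 summits than p300 summits lie, which they were (102 bp against 371 bp). At the median, H3K27ac summits lay as near to H3K4me3 summits as EZH2 summits did (100 bp), so a near median alone is not particular to H3K4me3 reads. The lower quartiles were 43 bp for EZH2 and 38 bp for H3K27ac. The upper quartile was 195 bp for EZH2 against 304.25 bp for H3K27ac, so fewer EZH2 summits lay far from the H3K4me3 summit. H3K4me3 signal as the sole source of the EZH2 summits is argued against by N-MYC, whose summits lay closer to EZH2 summits (315 bp, 304 to 325.5 bp) than to H3K4me3 summits (353.5 bp, 343.5 to 363 bp). H3K27ac summits were as near to N-MYC summits (318.5 bp, 314 to 324 bp), so this nearness is not particular to EZH2. The gap is small beside the 170 bp between N-MYC and p300 summits, and a partial contribution of H3K4me3 signal is not excluded by it. A strictly constant proportion of H3K4me3 signal is argued against: the median ratio of EZH2 to H3K4me3 fold enrichment above 1 was 0.150 (0.146 to 0.154) in decile 8, 0.152 in decile 9 and 0.168 (0.167 to 0.170) in decile 10, a range of 11.9% of the mean where 10% had been set as the limit. Fold enrichments are ratios over a background that may differ between peaks, so H3K4me3 signal in a proportion that varies by this much is not excluded. Under the Poisson model given below, the lowest background rate was 2.66 for both EZH2 and H3K4me3. Whether a shared background raised their correlation was not tested. EZH2 bound at active promoters in step with H3K4me3, as the activator role in the series title may imply, predicts the same correlation and summit positions and stays open. An EZH2 library from cells lacking EZH2, or a second EZH2 antibody, was not analysed here and would separate these.

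The coincidence of EZH2 and N-MYC at H3K4me3 peaks was largely, though not wholly, accounted for by promoter strength as the H3K4me3 list measures it. Without Polycomb-marked peaks the odds ratio was 14.6, and with 100 strata of strength it was 2.66 (2.23 to 3.21), still above 1. Strength in 1 library is measured with noise, and part of the remaining association may come from strength that the strata did not capture. An association of EZH2 and N-MYC beyond promoter strength therefore stays open as well.

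SUZ12 peaks without an EZH2 call were mostly weak. The share with EZH2 was 99.9% in the strongest decile of SUZ12 peaks, in which 1 of 1110 lacked it, and between 34.8 and 42.1% in the 4 weakest deciles. This is consistent with EZH2 signal falling below the calling threshold at weak SUZ12 sites. Within the 4 weakest deciles the share did not rise with SUZ12 fold enrichment. No biological explanation was tested for these sites.

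The fold enrichments and p-values recur in fixed steps, which allowed the background of each list to be solved under a Poisson model with a pseudocount of 1. The model is a hypothesis, since the files name no caller. Each list had a lowest rate, read in bins of 0.01, shared by at least 5% of its peaks. That rate covered 56.2% of peaks in the p300 list, 49.1% for SUZ12, 18.5% for H3K4me3, 16.4% for EZH2, 10.6% for H3K27me3, 9.35% for N-MYC and 5.30% for H3K27ac, which argues against a single fixed background for all peaks of a list. At that rate all solved pileups were whole numbers in the H3K27me3 and H3K27ac lists (100%), and between 0 and 2.09% were in the other 5. A pileup counted as whole within a small fixed tolerance. The solved step between pileups was 1 in the H3K27me3 and H3K27ac lists, and from 0.688 (SUZ12) to 0.932 (N-MYC) in the other 5. A step of 1 was assigned wherever pileups lay close to whole numbers. In the H3K27me3 and H3K27ac lists the step therefore restates the share and is no separate evidence. The whole pileups are in line with a genome-wide rate as the lowest background and with pileups left unscaled in those lists; for the other 5 lists they lend no such support. The lowest rates were 2.66 for both EZH2 and H3K4me3, 4.60 for both SUZ12 and p300, and 3.18 for N-MYC. H3K27ac (2.83) and H3K27me3 (2.35) also came to 3.18 once divided by their solved control scales of 0.890 and 0.739. The rates of EZH2 and SUZ12 differed by 1.94, so a common lowest background for these lists is argued against. There were thus 3 distinct rates where the labels name 2 input libraries, and the lists may have been made against different controls or in different batches, of which the labels give none. Sharing a rate did not order the correlations at active promoters in general: N-MYC and p300, with different rates, had a rho of 0.403, above the 0.314 of N-MYC and H3K27ac, with the same rate. Whether the closeness of EZH2 and H3K4me3 owes anything to a common batch was not tested.

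The same model bears on the rarity of SUZ12 at active promoters with EZH2. The solved mean coverage was 6.68 for SUZ12 and 3.66 for EZH2, a ratio of 1.82. If the model holds, this argues against a lower depth of the SUZ12 library as the reason. The whole pileups lend the model no support in these lists (0% in each). With solved steps of 0.726 for EZH2 and 0.688 for SUZ12 the model does not call for whole pileups, so their absence does not count against it either. The solved coverages also rest on lowest rates that differed in the same direction (4.60 for SUZ12 and 2.66 for EZH2). Coverage is the product of depth and fragment length, so the argument further requires that fragment lengths were alike. Lower depth of the SUZ12 library is therefore not excluded. A lower enrichment efficiency of the SUZ12 antibody was not tested at these promoters, although SUZ12 was called at 67.7% of the H3K4me3 peaks with H3K27me3.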
